A study of Homo sapiens with 12 samples. Its data were reported in "CBFB cooperates with p53 to maintain TAp73 expression and suppress breast cancer" (2021).

How the data were processed

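Messenger RNA levels were measured by RNA-seq in MCF10A cells, a human mammary epithelial line, in 12 libraries: 4 of WT cells, 4 of the p53 KO clone KO313 and 4 of the p53 KO clone KO414. The clones were made with CRISPR-Cas9 and different pairs of guide RNAs. Groups and repeat numbers were taken from the sample labels. The study's methods name biological repeats, and no batch or date is given for the libraries.

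The authors deposited a single table of RPKM values, with 22328 gene symbols and 12 columns, each of which matched 1 sample. Per the labels the kit was an mRNA kit, whereas the methods of the study describe total RNA with ribosomal RNA removal, so whether RNA was selected by its poly(A) tail is unresolved. The submitters' processing notes name Trimmomatic for trimming and the genome build hg19. The aligner, the counting program, the gene annotation and the use of strand are not given in the sources used here. The authors tested p53 targets with DESeq2 at an FDR of 0.05 and a fold change of 2, with both clones combined, which the comparison of 8 p53 KO and 4 WT libraries follows here with a different test. Without stated strand, reads of overlapping or antisense genes cannot be told apart, and near-identical gene copies can share reads.

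The table was checked before any test. Of its symbols, 26 are dates, as spreadsheet software makes of some gene names, and 4 of these entries are repeats that were left out. The other 22 stayed in the tests under names that cannot be traced to a gene here. In all 12 libraries 3626 genes are listed at 0. For 100% of the 18698 genes above 0, the RPKM values are whole numbers divided by a gene length and a library total, within a tolerance of 1e-06. Those totals are 39294810 to 39343011 and differ by only 0.123%. From gaps and excesses among small whole numbers, multiplication by a factor per library (0.7025 to 1.305, below 1 in 3 libraries) and truncation were inferred. For KO313 replicate 1 this fitted no better than no scaling. Under this inference the totals correspond to 30.1 to 56.0 M reads before scaling. These scaled numbers were not taken as read counts, so the unit stayed RPKM, and the test that had been planned for a table of read counts did not apply. A single scaled read in a gene of 1 kb is 0.0254 RPKM, and 3 scaled reads in a gene of the median length of 4059 bases are 0.0188 RPKM. The recovery of lengths and totals was tested on simulated data, where 99.98% of genes with at least 20 reads came back. The simulated reads were scaled and truncated in the same way, so they do not test whether the authors' numbers were.

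The values were used as deposited, with no further scaling between libraries, as log2(RPKM + 0.5). A fold change on this scale understates the change of genes with low values, and the folds printed beside mean RPKM values are ratios of group means. Genes with an RPKM of at least 0.5 in at least 4 libraries were tested (12215 genes). The main test was limma 3.58.1 with an intensity trend in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, two-sided. WT was compared with all p53 KO libraries in a model of 2 groups. Each clone was compared with WT, and the clones with each other, in a model of 3 groups that shares 1 estimate of the spread. A fixed family of 7 genes, with the 6 given from the study's text, was tested by exact two-sided permutation of the libraries. The limma test of p53 KO and this one both take the 8 p53 KO libraries as 8 repeats, although they come from 2 clones. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.

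The 18 gene lists, written from textbook knowledge with 549 entries, were p53-activated targets, G2/M and mitosis, G1/S and DNA replication, homologous recombination and Fanconi anaemia, NF-kB cytokines and chemokines, interferon-stimulated genes, NOTCH pathway, TGF-beta pathway, basal and myoepithelial markers, luminal markers, mesenchymal and fibroblast markers, immune and endothelial markers, cornified envelope and keratinization, cholesterol biosynthesis, glycolysis, amino acid stress and unfolded protein response, ribosomal proteins, and heat shock and immediate early genes. Each was tested with limma's camera, which compares a list with the other genes, at a preset correlation between genes of 0.01 and adjusted over the 18 lists. Camera with a correlation estimated from the libraries was run beside it, as was fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes.

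Genes were named by a rule. It took the family of 7 genes, then the 12 highest and 12 lowest log2 changes of p53 KO against WT among called genes with fully separated libraries and a group mean of at least 1 RPKM. It further took up to 4 members of each list with the smallest p, and up to 6 genes per direction between the clones under the same conditions. Symbols of noncoding or unnamed genes were left out. Between the clones 5 genes met the rule upward, so 5 were named. Some genes that the rule takes are not reported here. Lists, tests, thresholds, this rule and most alternatives were fixed before the data were examined. Genes named outside the rule are said to be so where they appear.

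In data simulated from the real means and spreads, the test of p53 KO against WT recovered 98.5% of genes changed 2.5-fold and 100% of genes changed 4-fold, and called 0 unchanged genes at a fold of 2. The simulated changes were added on the log2(RPKM + 0.5) scale, equally in both clones, to genes above 1 on that scale in WT. Losses of calls through the pseudocount or at low values were therefore not tested. Camera called a list shifted by 0.3 and 0 of 30 lists without a shift. The simulated genes varied independently of one another, so false calls of lists whose genes vary together were not tested. Alternatives were pseudocounts of 0.1 and 1, no filter, a filter at 1 RPKM, quantile normalization, trimmed-mean scaling, a test against a fold of 1.5, the repeat number as a block, and each library left out in turn. Limma-voom on the scaled whole numbers of 14013 genes was added after seeing the data, as were trimmed-mean scaling for the lists and fits without the genes at the end of chromosome 4p. For a result that had not passed its test, a change of sign under an alternative was not counted as a reversal. Gene order along the chromosomes was taken from RefSeq genes of GRCh38.p14, a different build from that of the table, for neighbours only, and 12096 of the tested genes (99.0%) could be placed.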

Results

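RNA was sequenced from MCF10A cells, an immortalized but non-tumorigenic human mammary epithelial line, with and without p53, a transcription factor and tumor suppressor. The 12 libraries fell into 3 groups of 4. These were wild-type (WT) cells and 2 p53 knockout (p53 KO) clones, KO313 and KO414, each grown from a single cell edited with its own pair of CRISPR guide RNAs. The study's methods call the 4 libraries of a group biological repeats. Expression was deposited as RPKM (reads scaled to gene length and library size). By a scaling inferred from the values, the numbers behind the RPKM values correspond to 30.1 to 56.0 M reads per library. Of 22328 listed genes, 18698 were above 0 in at least 1 library, and 15600 to 16641 in any 1 library. The deposited table names genes by symbol and gives no coordinates, so no positions are printed.

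The first question was what the p53 KO clones did to 6 genes that the study's text names. TP73, which encodes the p53 relative p73, was expressed at a low level and fell in both clones. Its mean was 0.599 ± 0.123 RPKM in WT (SD, n = 4), 0.0820 ± 0.0252 in KO313 (n = 4) and 0.302 ± 0.0432 in KO414 (n = 4), which made the mean of the 8 p53 KO libraries 3.12-fold lower. TGFB2, a ligand of the TGF-beta family, fell from 0.113 ± 0.0332 RPKM (n = 4) to 0.0465 ± 0.0140 (n = 8), and NOTCH3, a NOTCH receptor, from 0.538 ± 0.0344 (n = 4) to 0.279 ± 0.0348 (n = 8). TP63, which encodes the basal epithelial regulator p63, rose 1.42-fold, from 6.30 ± 0.415 (n = 4) to 8.95 ± 1.12 RPKM (n = 8). CBFB, the partner subunit of RUNX transcription factors, was 28.6 ± 3.19 RPKM in WT (n = 4) and 31.5 ± 1.73 in p53 KO (n = 8), and RUNX1 was 7.24 ± 0.708 and 7.34 ± 0.704.

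On the scale of log2(RPKM + 0.5), an exact two-sided permutation test of 8 p53 KO against 4 WT libraries over its 495 splits gave p = 0.00404 for TP73 (log2 difference -0.68), and p = 0.00202, the smallest it can give, for TGFB2 (-0.16), NOTCH3 (-0.41) and TP63 (0.47). With Benjamini-Hochberg adjustment over the 7 genes of the fixed family, TP73 (adjusted exact p = 0.00707), TGFB2, NOTCH3 and TP63 (each 0.00471) passed, each with all 8 p53 KO libraries on one side of the WT range. For TGFB2 the separation rests on a tie in reads. WT replicate 3 and KO414 replicate 2 both had 26 scaled reads (0.07116 and 0.07109 RPKM), and the smallest possible p depends on this tie. CBFB did not pass (difference 0.14, exact p = 0.0444, adjusted 0.0519), nor did RUNX1 (0.02, exact p = 0.840). The adjusted exact p of CBFB was 0.0339 without WT replicate 1 and 0.0141 without KO313 replicate 3. TP73, TGFB2 and NOTCH3 lay below the expression filter of the genome-wide test, the log2 scale with its pseudocount understates their change, and the RPKM values do not separate the TP73 isoforms.

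**Figure D1:**
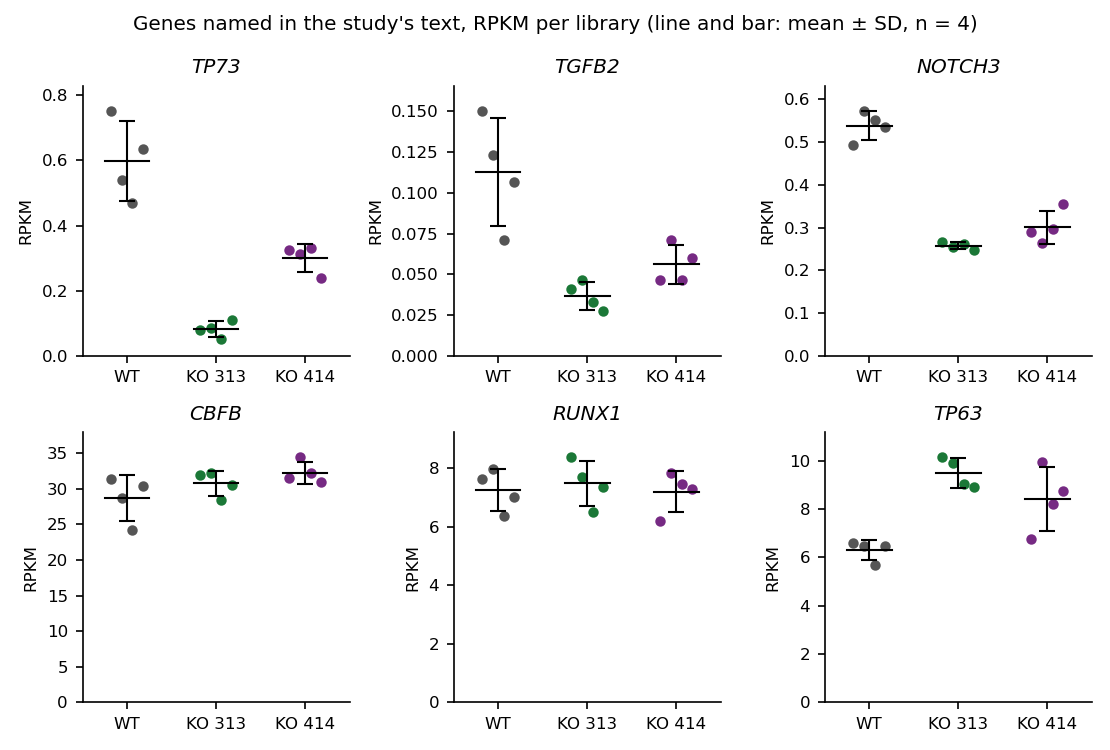
RPKM of the 6 genes named in the study's text, one point per library (WT, KO313 and KO414, n = 4 each), with the mean and SD of each group as a black line and bar. TP73 lies between 0.0504 and 0.112 RPKM in KO313, between 0.238 and 0.332 in KO414, and at or above 0.469 in WT.

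The main comparison asked which transcripts differ between the 8 p53 KO libraries and the 4 WT libraries. The 8 libraries are repeats of 2 clones, so their p-values speak for these clones and not for p53 KO clones in general. The study calls the WT cells parental, so for a single gene the loss of p53 cannot be told apart here from editing and cloning. Genes with known roles downstream of p53 were among the largest losses. GDF15, a secreted stress cytokine, fell from 58.6 ± 4.95 RPKM in WT (n = 4) to 0.382 ± 0.108 in p53 KO (n = 8). CDKN1A, the cyclin-dependent kinase inhibitor p21, dropped 8.10-fold from 249 ± 19.6 to 30.7 ± 3.87 RPKM, BTG2, an antiproliferative factor, 8.94-fold from 42.0 ± 2.94 to 4.70 ± 0.804, and RRM2B, a p53-inducible ribonucleotide reductase subunit, 6.50-fold from 52.2 ± 5.53 to 8.04 ± 0.749. TP53INP1 fell from 8.73 ± 0.840 to 0.386 ± 0.0493 RPKM, BBC3, which encodes the pro-apoptotic protein PUMA, from 6.19 ± 0.618 to 0.359 ± 0.119, and NUPR1, a stress-induced nuclear protein, from 27.1 ± 1.22 to 2.10 ± 0.361.

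Several genes that were clearly expressed in WT cells were almost silent in the p53 KO libraries. INPP5D, an inositol phosphatase gene, went from 14.3 ± 1.17 RPKM (n = 4) to 0.0413 ± 0.0154 (n = 8), TRIM22 from 10.3 ± 0.771 to 0.0312 ± 0.0192, and the late cornified envelope genes LCE1C and LCE1B from 5.69 ± 0.783 to 0.0120 ± 0.0129 and from 3.10 ± 0.276 to 0.00848 ± 0.0128. SULF2, an extracellular sulfatase gene, fell 10.6-fold, from 7.95 ± 0.731 to 0.753 ± 0.247 RPKM. The LCE1 genes resemble one another in sequence, so their reads can be split or shared among them.

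SPARC, a matricellular glycoprotein gene, rose 9.45-fold from 1.59 ± 0.167 (n = 4) to 15.05 ± 0.742 RPKM (n = 8), IL6 from 0.166 ± 0.0359 to 2.37 ± 0.534, CXCL1 4.802-fold from 2.54 ± 0.242 to 12.2 ± 2.70, and CXCL2 2.98-fold from 1.61 ± 0.217 to 4.797 ± 0.354. The elastase inhibitor gene PI3 rose from 0.970 ± 0.291 to 5.21 ± 1.21 RPKM, PTX3, a soluble pattern recognition gene, from 0.359 ± 0.0665 to 2.59 ± 0.626, S100A7 from 1.09 ± 0.499 to 3.88 ± 0.921, and IL32 from 2.36 ± 0.157 to 6.68 ± 1.57. CHRNA9, a nicotinic receptor subunit gene, reached 2.90 ± 0.160 RPKM in KO313 and 11.8 ± 0.844 in KO414, from 0.978 ± 0.0573 in WT (n = 4 each). CAPN6, CNTNAP1 and EDARADD completed the 12 largest increases, with CAPN6 at 0.0553 ± 0.0219 in WT and 1.36 ± 0.456 in p53 KO.

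In the limma test of log2(RPKM + 0.5), 180 of 12215 genes passed an adjusted p of 0.05 and a fold change of 2, 22 of them higher and 158 lower in p53 KO. The log2 change was -6.07 ± 0.09 (SE) for GDF15 (adjusted p = 1.09e-14), -3.00 ± 0.09 for CDKN1A (2.38e-11) and 2.90 ± 0.06 for SPARC (1.96e-13). Of the 180 genes, 172 had all 8 p53 KO libraries outside the WT range on one side, to which their selection by the same libraries contributes, and all 180 had the same direction in both clones. At any fold change 3615 genes passed, 1902 higher and 1713 lower, or 29.6% of those tested. The count at the fold of 2 rests on the pseudocount, since 273 genes (54 higher, 219 lower) passed with a pseudocount of 0.1 and 120 (16 higher, 104 lower) with a pseudocount of 1. Limma-voom on the whole numbers behind the RPKM values, chosen after seeing the data, differs in both the scale and the filter and called 625 (114 higher, 511 lower), of which 327 lay below the RPKM filter.

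**Figure D2:**
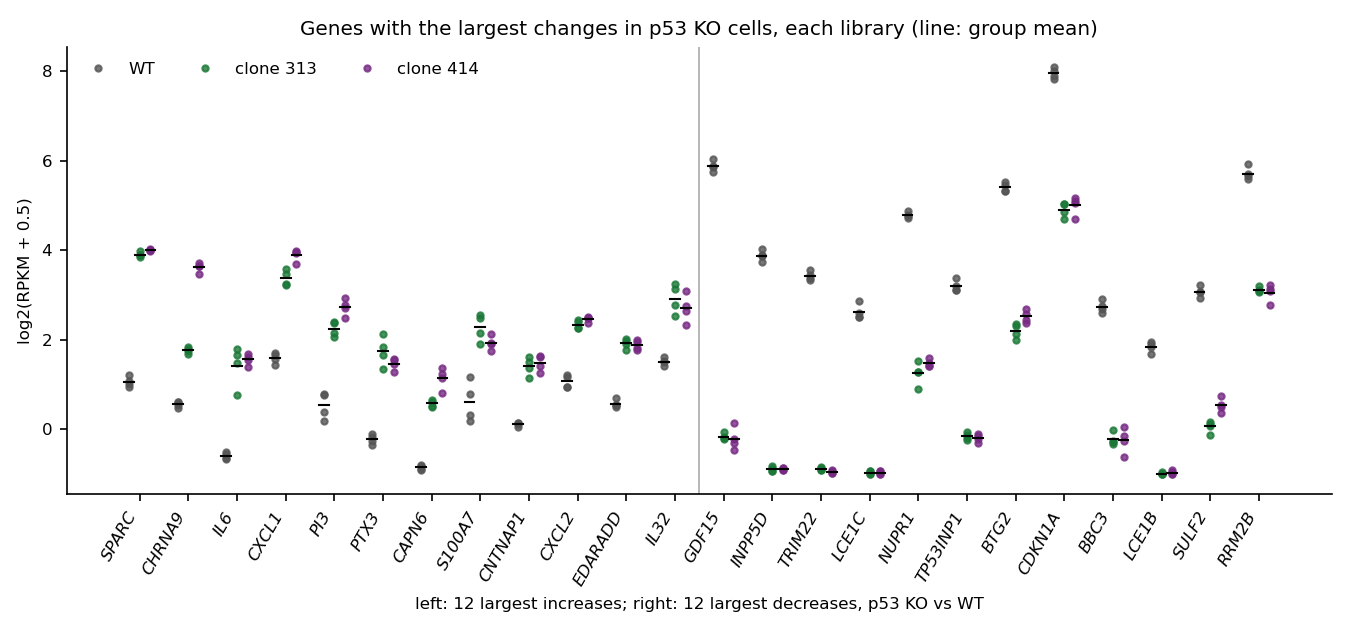
log2(RPKM + 0.5) of the 12 largest increases (left) and the 12 largest decreases (right) in p53 KO, one point per library in WT, KO313 and KO414, with group means as black lines. GDF15 goes from 58.6 RPKM in WT to 0.391 in KO313 and 0.373 in KO414.

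Of the 18 gene lists fixed before the data were examined, the p53-activated targets moved most. Of 55 members measured above the filter, 52 fell, 3 did not pass (E2F7, REV3L and PMAIP1, which like TYMS and LIF below are named after their values were seen) and none rose, and 34 fell at least 2-fold. Adjusted over the list alone, 54 fell. SESN1, a stress-responsive sestrin gene, went from 16.9 ± 1.20 RPKM (n = 4) to 2.89 ± 0.193 (n = 8), beside GDF15, TRIM22 and TP53INP1 above. The median log2 change was -1.11, camera gave an adjusted p of 5.0e-57, and the call held with an adjusted p = 8.59e-05 with an estimated correlation. It was the single list of 10 called by camera in this comparison whose call held that way.

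The 3 lists of DNA replication, mitosis and DNA repair were called higher by camera, and none of these calls held with an estimated correlation for the 8 p53 KO libraries together. In the list of G1/S and DNA replication, 24 of 32 members rose, TYMS fell and 7 did not pass (adjusted over the list alone, 24 rose and 1 fell). The transcription factor gene E2F1 rose 1.62-fold, from 7.28 ± 0.383 to 11.8 ± 1.35 RPKM, MYBL2 1.42-fold from 42.2 ± 2.36 to 60.1 ± 4.00, and the replicative helicase genes MCM3 and MCM4 1.31-fold and 1.29-fold. The list's median was 0.34 (camera adjusted p = 7.82e-10, adjusted p = 0.0715 with an estimated correlation, which was 0.0157 for KO313 and 0.0141 for KO414 against WT). Of the 36 G2/M and mitosis genes, 12 rose and 24 did not pass (13 rose adjusted over the list alone), with the mitotic kinase gene AURKB from 21.6 ± 1.49 to 30.4 ± 2.72 RPKM and FOXM1 from 24.9993 ± 1.57 to 34.7 ± 2.39 (median 0.13, adjusted p = 0.000531, adjusted p = 0.425 with an estimated correlation). Of the 21 genes of homologous recombination and the Fanconi anaemia pathway, 11 rose and 1 fell over all genes and adjusted over the list alone (median 0.17, adjusted p = 0.0136, adjusted p = 0.320 with an estimated correlation). RAD51C fell from 30.7 ± 0.485 to 19.9 ± 1.31 RPKM.

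Among NF-kB cytokines and chemokines, 12 of 18 members rose, LIF fell and 5 did not pass (13 rose and 1 fell adjusted over the list alone). CXCL1, CXCL2 and IL6 were the strongest by p, and NFKBIA, which encodes the NF-kB inhibitor IκBα, rose 1.55-fold from 26.7 ± 2.10 to 41.3 ± 3.73 RPKM. The median was 0.51 (camera adjusted p = 1.90e-07, adjusted p = 0.145 with an estimated correlation). Interferon-stimulated genes went both ways, with 6 higher, 2 lower and 10 of 18 not passing (7 and 2 adjusted over the list alone). IFI35 was 2.36 ± 0.331 in WT and 3.58 ± 0.485 RPKM in p53 KO, and EPSTI1 0.595 ± 0.0963 and 0.111 ± 0.0663 (median 0.084, adjusted p = 0.356).

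Markers of epithelial lineages and differentiation moved in both directions. Of 19 basal and myoepithelial markers, 8 fell, 5 rose and 6 did not pass, in the same numbers adjusted over the list alone (median -0.05, adjusted p = 0.108). The basal keratin gene KRT17 fell 3.52-fold from 274 ± 16.9 to 77.9 ± 8.20 RPKM, DSG3, a desmosomal cadherin gene, 2.43-fold from 22.1 ± 0.670 to 9.11 ± 1.66, and ACTA2, smooth muscle actin, 2.73-fold from 4.64 ± 0.322 to 1.70 ± 0.254, whereas the laminin gene LAMB3 rose 1.81-fold from 99.9 ± 4.41 to 181 ± 23.3. Of 12 luminal markers, 6 fell and 1 rose, also adjusted over the list alone, with CLDN4, a tight junction gene, from 11.3 ± 0.637 to 5.33 ± 1.52 RPKM and CD24 from 66.7 ± 2.89 to 44.2 ± 2.05 (median -0.24, adjusted p = 0.0220, adjusted p = 0.0833 with an estimated correlation). In the cornified envelope and keratinization list, 6 of 15 members rose and 4 fell, again the same adjusted over the list alone. IVL, the envelope protein involucrin, fell 3.93-fold from 3.55 ± 0.255 to 0.903 ± 0.174 RPKM and TGM1, its crosslinking enzyme, 2.70-fold from 2.02 ± 0.164 to 0.748 ± 0.228, while PI3 rose. This list had a median of -0.04, a mean of 0.04 and a test direction upward (adjusted p = 0.850).

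Markers usually tied to other cell types also moved. In the mesenchymal and fibroblast list, 6 of 13 measured members rose and none fell, also adjusted over the list alone. Besides SPARC, the intermediate filament gene VIM rose 1.86-fold from 13.7 ± 0.749 to 25.5 ± 3.39 RPKM, and the transcription factor genes SNAI1 and SNAI2 2.20-fold and 1.35-fold. The median was 0.09 (adjusted p = 0.0136, adjusted p = 0.0715 with an estimated correlation, which was 0.0225 for KO313 and 0.0986 for KO414 against WT, and 0.375 without the filter on low values). Of 20 immune and endothelial markers only 3 passed the filter, of which CD68, from 2.79 ± 0.160 to 4.54 ± 0.240 RPKM, and CD14, from 0.938 ± 0.0837 to 1.65 ± 0.313, rose (adjusted p = 0.108 for the list). CSF1R, the remaining member, was 0.595 ± 0.0403 and 0.492 ± 0.0425 RPKM, and adjusted over the list alone it counted as lower beside the 2 that rose.

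In the NOTCH pathway list, 4 of 15 members fell and 2 rose (4 and 4 adjusted over the list alone). HES2, a HES-family transcription factor gene, fell 7.04-fold from 10.1 ± 0.653 to 1.43 ± 0.138 RPKM and the receptor gene NOTCH1 2.87-fold from 6.71 ± 1.07 to 2.34 ± 0.564. The ligand gene DLL1 rose from 0.203 ± 0.0752 to 0.550 ± 0.0749 RPKM. The list's median was 0.029 while its mean was -0.18, and camera's direction was down (adjusted p = 0.501). In the TGF-beta list, 7 of 22 rose and 2 fell, also adjusted over the list alone, with INHBA, an activin subunit gene, from 1.82 ± 0.172 to 5.25 ± 1.05 RPKM and TGFB1 from 8.40 ± 0.617 to 12.6 ± 1.63 (median 0.04, adjusted p = 0.108). For KO313 against WT alone this list passed, with an adjusted p of 0.0318 (adjusted p = 0.230 with an estimated correlation).

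Among the metabolic lists, cholesterol biosynthesis was called lower. In cholesterol biosynthesis, 13 of 22 members fell, 1 rose and 8 did not pass (14 fell adjusted over the list alone), with STARD4, a sterol carrier gene, from 16.2 ± 1.55 to 8.37 ± 1.47 RPKM and HSD17B7 from 12.8 ± 1.12 to 7.69 ± 0.642 (median -0.18, adjusted p = 8.91e-06, adjusted p = 0.0715 with an estimated correlation, which was 0.0119 for KO313 and 0.00361 for KO414 against WT). In glycolysis, 5 of 20 rose and 2 fell (6 and 2 adjusted over the list alone), led by GPI from 61.9 ± 2.21 to 75.96 ± 3.74 RPKM (median 0.056, adjusted p = 0.427). The calls of its members ALDOC and ENO2 were lost when single WT libraries were left out. In amino acid stress and the unfolded protein response, 6 of 24 fell and 5 rose (7 and 7 adjusted over the list alone). The stress transcription factor gene ATF3 fell 8.02-fold, from 6.22 ± 0.320 to 0.776 ± 0.147 RPKM, and DDIT4 from 137 ± 2.31 to 82.0 ± 13.8. Its median was 0.07, its mean -0.08 and its direction down (adjusted p = 0.7001).

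Of 76 ribosomal protein genes, 18 fell and none rose (15 adjusted over the list alone), with RPL22 from 262 ± 15.6 to 199 ± 10.9 RPKM and RPS24 from 360 ± 32.5 to 277 ± 30.6 (median -0.12, adjusted p = 0.000137, adjusted p = 0.621 with an estimated correlation). Ribosomal protein genes have many pseudogene copies that can take reads. In the heat shock and immediate early list, 7 of 23 rose and 2 fell (8 and 2 adjusted over the list alone). FOSL1, an AP-1 subunit gene, went from 33.4 ± 2.43 to 57.9 ± 3.45 RPKM and the chaperone gene HSPA8 from 934 ± 45.1 to 1217 ± 81.5. HSPA1A and HSPA1B, which are nearly identical in sequence and share reads, also rose (median 0.12, adjusted p = 0.0278, adjusted p = 0.425 with an estimated correlation). This last call was lost without WT replicate 3 (adjusted p = 0.117), without KO414 replicate 1 (0.0748) and after quantile normalization (0.0503).

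**Figure D3:**
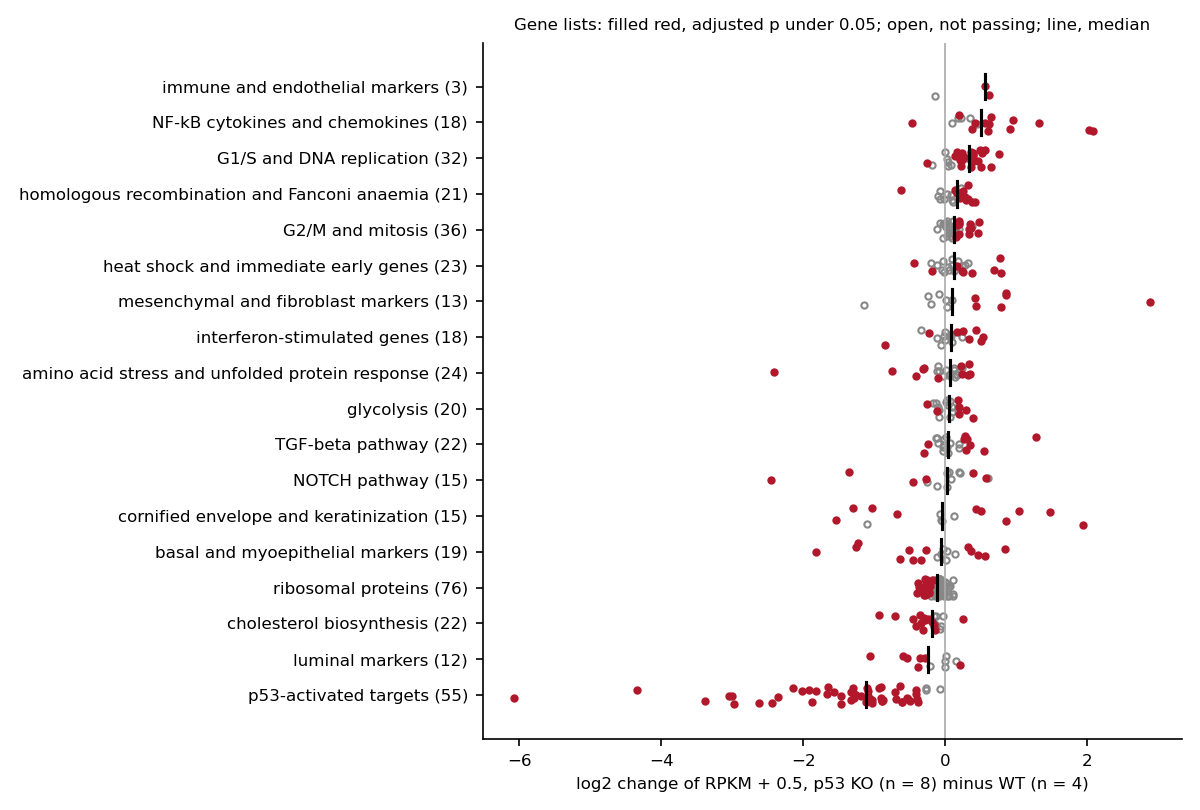
log2 change of RPKM + 0.5 in p53 KO (n = 8) against WT (n = 4) for every tested member of the 18 gene lists, with the number of members in parentheses, red points for an adjusted p under 0.05, open points for the rest and a black line at each median. The p53-activated targets lie farthest to the left, with a median of -1.11.

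Each clone was also compared with WT on its own, since each came from one edited cell. GDF15 was 0.391 ± 0.0429 RPKM in KO313 and 0.373 ± 0.159 in KO414, CDKN1A 29.5 ± 3.23 and 31.9 ± 4.54, SPARC 14.501 ± 0.675 and 15.6 ± 0.164, and HES2 1.32 ± 0.0436 and 1.54 ± 0.106 (SD, n = 4 each). Limma called 175 genes in KO313 (26 higher, 149 lower) and 234 in KO414 (41 higher, 193 lower). These counts move with the method, to 269 and 343 with a pseudocount of 0.1 and to 109 and 151 with a pseudocount of 1. They were 624 and 805 with limma-voom, which also has another filter. Of the 175 and 234 genes, 146 were called in both clones in the same direction, 18 higher and 128 lower (207 with a pseudocount of 0.1, 97 with a pseudocount of 1, 446 with limma-voom). COL16A1, a collagen gene, was the 1 gene called in opposite directions, at 1.56 ± 0.154 RPKM in WT, 0.305 ± 0.0663 in KO313 and 3.73 ± 0.587 in KO414 (n = 4 each). The p53-activated targets had medians of -1.10 and -1.16 in KO313 and KO414, with 52 and 53 of 55 members lower.

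Both comparisons use the same WT libraries. In 50 simulations of unchanged groups, WT included, drawn at random around the WT means, no gene was called in both. Random spread alone seldom reaches a fold of 2 here, so this outcome was likely in advance. Independent lists of the observed sizes would share 2.44 genes (0.0873 higher, 2.35 lower). With 2 of the WT libraries used for each clone, 136 to 144 genes were shared over the 6 arrangements. Across genes, which are not independent replicates, the log2 changes of the clones correlated with r = 0.858 and a covariance of 0.0911. The simulations, where only the shared WT libraries link the clones, gave 0.499 and 0.00624. The excess of covariance was 0.0849, and with split WT libraries r was 0.721 to 0.801. Of the 87 genes called in KO414 alone, 51 also differed between the clones at an adjusted p under 0.05, as did 9 of the 28 called in KO313 alone.

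**Figure D4:**
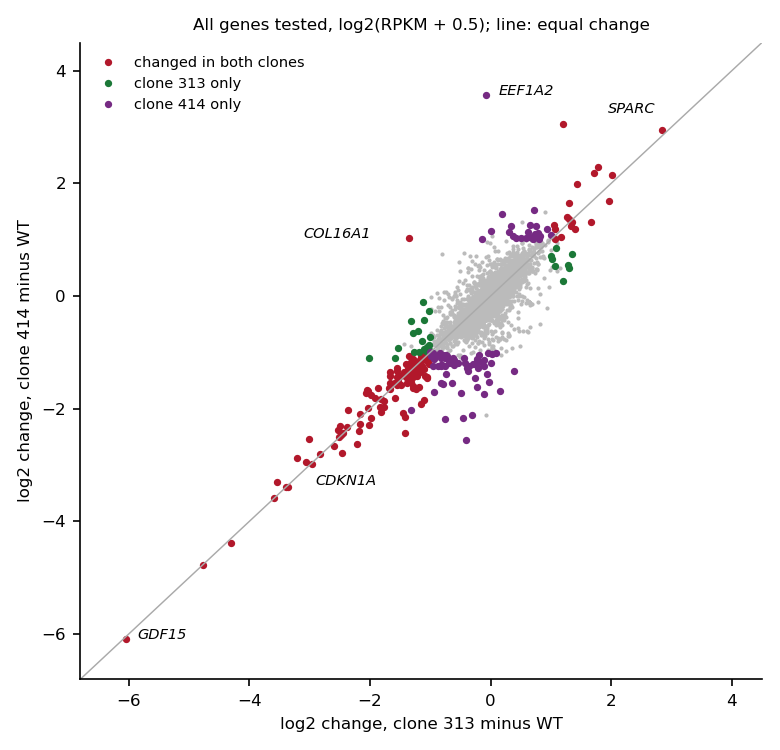
log2 change from WT in KO313 (horizontal) and KO414 (vertical) for the 12215 genes tested, red where called in both clones and green or purple where called in 1 clone, with a line of equal change. GDF15, CDKN1A and SPARC lie near the line, while EEF1A2 and COL16A1 lie away from it.

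The clones were then compared with each other, which tests the difference between them directly. EEF1A2, a tissue-restricted translation elongation factor gene, was 15.8-fold higher in KO414, at 28.3 ± 4.04 RPKM against 1.79 ± 0.201 in KO313 and 1.90 ± 0.134 in WT (SD, n = 4 each). COL16A1 was 12.2-fold, CHRNA9 4.08-fold, EMP3, a membrane protein gene, 3.03-fold (35.7 ± 4.78 against 11.8 ± 1.23 RPKM) and the cytokine gene IL1B 2.11-fold (9.77 ± 1.00 against 4.63 ± 0.774) higher in KO414. Lower in KO414 were FUOM, a fucose mutarotase gene (0.114 ± 0.0940 RPKM against 2.20 ± 0.308), CHSY3, a chondroitin synthase gene (0.0735 ± 0.0156 against 1.58 ± 0.0660), GUCY1B3, a guanylate cyclase subunit gene (0.198 ± 0.0297 against 1.82 ± 0.120), and SATB1, a chromatin organizer gene (0.0245 ± 0.00701 against 1.12 ± 0.0523). TP73, below the filter, was 3.68-fold higher in KO414 (exact permutation p = 0.0286, the smallest that 4 against 4 allows, adjusted 0.1 over the 7 genes). A gene could pass that adjustment only if several others of the 7 reached the same smallest p. Limma without the filter gave TP73 an adjusted p of 0.0036 for this difference.

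In all, 35 genes passed at the fold of 2, 6 higher and 29 lower in KO414, and 411 passed at any fold change (140 higher, 271 lower). The count was 100 with a pseudocount of 0.1, 14 with a pseudocount of 1 and 318 with limma-voom. Of the 55 p53-activated targets, 54 did not pass between the clones and 1 was higher in KO414 (median 0.0051). Camera called NF-kB cytokines and chemokines (median 0.17, adjusted p = 9.80e-06) and G1/S and DNA replication (0.066, 0.00268) higher in KO414, and cholesterol biosynthesis (-0.087, 0.00256) and interferon-stimulated genes (-0.12, 0.0303) lower. With an estimated correlation these gave adjusted p = 0.411, adjusted p = 0.411, adjusted p = 0.0566 and adjusted p = 0.484, and other splits of the same 8 libraries called up to 7 lists. Quantile normalization gave 0.0531 for the G1/S list and 0.158 for the interferon list. The interferon call was also lost without KO313 replicate 3 (0.0671) or replicate 4 (0.147) and without KO414 replicate 1 (0.207) or replicate 4 (0.0527).

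Many genes lower in KO414 were neighbours. Of 38 tested genes at the end of the short arm of chromosome 4, from ZNF595 to MFSD10 in the gene order of GRCh38.p14, 32 were lower in KO414 than in KO313, NAT8L was higher and 5 did not pass. This region and the genes named from it were singled out after their values were seen. SLBP, a histone mRNA-binding protein gene and a member of the G1/S list, was 46.6 ± 1.56 RPKM in KO313 and 24.2 ± 1.297 in KO414, RNF4, a ubiquitin ligase gene, 28.7 ± 1.23 and 14.2 ± 1.03, ADD1, an adducin gene, 23.5 ± 0.961 and 12.2 ± 0.576, and TACC3, a spindle protein gene, 30.7 ± 2.14 and 15.2 ± 1.51 (SD, n = 4 each). The median log2 difference was -0.90 between the clones, -0.79 between KO414 and WT and -0.012 between KO313 and WT. The region held 6 of the 29 genes lower in KO414 at the fold of 2, and 29 genes differed between the clones without it.

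**Figure D5:**
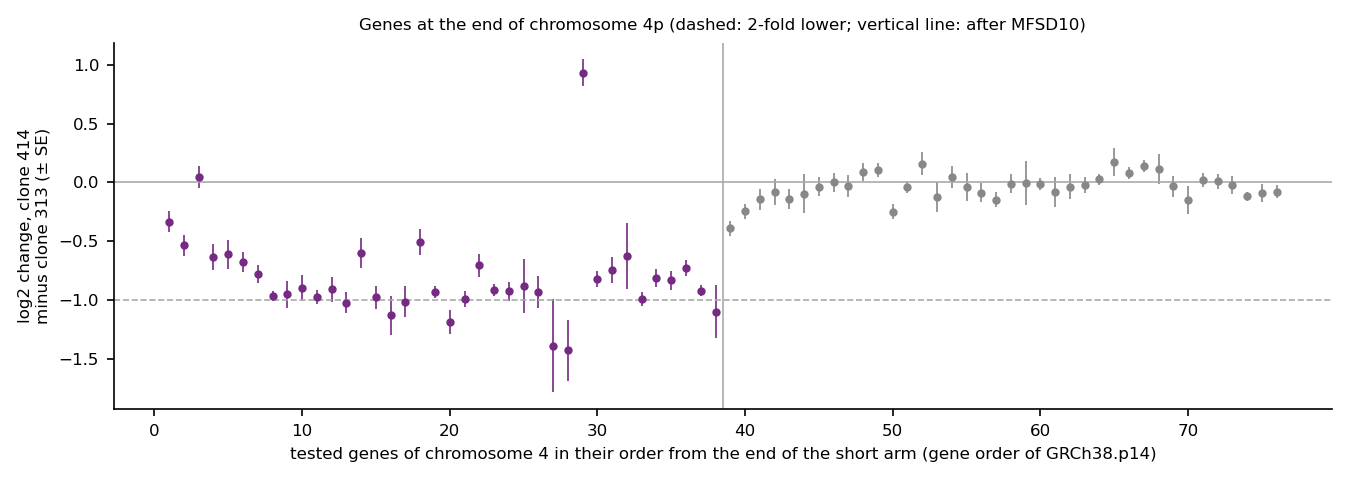
log2 difference of KO414 minus KO313 (n = 4 each, bars ± SE) for tested genes of chromosome 4 in their order from the end of the short arm, with 38 genes up to MFSD10 in purple and the next 38 in gray. The purple genes have a median of -0.90 and the gray genes of -0.034.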

Values the study reported

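The study reported 779 p53 targets in MCF10A cells, from a comparison of parental and p53 KO cells at an FDR of 0.05 and a fold change of 2. It reported 212 targets common to CBFB and RUNX1, of which 48 were shared with p53. Of the shared targets, 33 were regulated in the same direction, 17 upward and 16 downward, by the CBFB/RUNX1 complex and p53.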

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

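None of the tests in this part were chosen after the result was seen.

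The clones differed in these results, each by limma's test of the difference (adjusted p of 3.52e-10 for EEF1A2 to 0.0487 for EPSTI1). Genes lower in KO414 had log2 differences of -2.14 (FUOM), -1.86 (CHSY3), -1.73 (GUCY1B3), -1.62 (SATB1), -0.65 (CLDN4), -0.43 (TGM1), -0.28 (EPSTI1) and -0.26 (TGFBI). Genes higher in KO414 had 3.65 (EEF1A2), 2.39 (COL16A1), 1.86 (CHRNA9), 1.56 (EMP3), 1.006 (IL1B), 0.56 (CAPN6), 0.52 (CXCL1), 0.47 (SULF2) and 0.38 (ENO2). Among the lists, median differences were 0.066 for G1/S and DNA replication, 0.17 for NF-kB cytokines and chemokines, -0.12 for interferon-stimulated genes and -0.087 for cholesterol biosynthesis. With an estimated correlation none of the 4 was called (adjusted p = 0.411, 0.411, 0.484 and 0.0566). For the number of lists called chance cannot be excluded: 14 of the 35 splits of the 8 clone libraries called as many, with 4 in the real split and 7 in the highest other. For the number of genes, 1 of the 35 splits, the real one, called 35 genes and the highest other called 1. This argues against a random division of the libraries, but the other splits mix the clones, which widens their spread, so few calls were likely in them.

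Single libraries stood apart from the other 3 of their group in 21 of 366 groups tested. Chance puts about 1 in 20 groups there, which would be 18.3. That total does not test single libraries, and KO414 replicate 1 is named most often below. This library also lay apart from its group in broader measures, which were not tested. On principal component 2, a main axis of difference between libraries, it was at -27.6, and replicates 2 to 4 were at 17.5, 5.59 and 3.21. Its mean log2 of ribosomal protein genes was 9.02, against 8.62, 8.74 and 8.72. In KO414 replicate 1, MCM4 (50.5 RPKM), JAG1 (6.11), TGFBI (287) and STARD4 (5.31) were low, EMP3 (42.9) was high, the mean log2 of the homologous recombination and Fanconi anaemia list was low (2.77), and the 50 most abundant genes held a high share of RPKM (23.2%). In KO414 replicate 2, CXCL1 was low (12.4 RPKM) and HSPA8 was high (1344). In KO313 replicate 1, MCM3 was low (63.1 RPKM), NOTCH1 (3.62), HSPA1A (97.6) and HSPA1B (87.1) were high, and LCE1B was 0.0170 RPKM where the other 3 libraries were at 0. KRT17 was high in KO313 replicate 3 (86.3 RPKM). In WT replicate 1, HSPA8 was low (867 RPKM), the interferon-stimulated list was high (mean log2 of 1.72) and the 50 most abundant genes held a low share (21.4%). The mean log2 of NF-kB cytokines and chemokines was low in WT replicate 2 (2.17), and in WT replicate 3 TP63 (5.68 RPKM) and the mean log2 of G2/M and mitosis (4.46) were low.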

How the results depend on the processing

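The limma-voom fits, the fits without the chromosome 4 region and trimmed-mean scaling for the lists were chosen after seeing the data. Signs were followed for the family of 7 genes, the lists and the genes named by the rule, and no called result among them changed sign. The limma-voom fits and the test against a fold of 1.5 were not part of this check. What moved were the numbers of genes past the fold of 2 and of lists called. With a pseudocount of 0.1 the number of genes was 273 for p53 KO, 269 for KO313, 343 for KO414, 100 between the clones and 207 in both clones. With a pseudocount of 1 it was 120 for p53 KO, 109 for KO313, 151 for KO414, 14 between the clones and 97 in both clones. The pseudocount sets by construction how far low values can differ on the log2 scale. For p53 KO, 177 of the 180 genes were among the 273. With limma-voom the counts were 625 for p53 KO (173 of the 180 among them), 624 for KO313, 805 for KO414, 318 between the clones and 446 in both, and 934 for p53 KO without a filter. Of the 625 genes, 327 lay below the RPKM filter of the main test.

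Quantile normalization gave 179 genes for p53 KO, 33 higher and 146 lower, and trimmed-mean scaling 180. No scaling moved the median log2 change of all genes beyond 0.020. Leaving out each library in turn gave 173 to 187 genes for p53 KO, 171 to 180 for KO313, 234 to 250 for KO414, 29 to 43 between the clones and 142 to 152 in both. It gave 5 to 6 of the 7 genes tested by exact permutation, 9 to 10 lists for p53 KO and 3 to 5 between the clones. Of the lists for p53 KO, 1 was called with an estimated correlation (4 for KO313 and 3 for KO414 against WT). Between the clones, 0 lists were called with an estimated correlation, 1 by fry (cholesterol biosynthesis) and 2 after quantile normalization, and the cause was not tested. Fry called 14 lists for p53 KO. Of the genes named for p53 KO against WT, 5 calls were lost, all of ALDOC or ENO2 with single WT libraries left out, and CSF1R passed without the filter.

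Repeat numbers were not taken to pair the libraries, since not every pair with the same number had deviations correlated above 0.1 (6 of 12 did, -0.193 to 0.514). A partial pairing stays open, as 8 of the 12 libraries correlated best with their own number. With the repeat number as a block, 180 genes were called for p53 KO, 178 for KO313, 239 for KO414, 37 between the clones and 149 in both, with 10 and 4 lists. CBFB then passed (exact permutation p = 0.0216 after adjustment over the 7 genes), which made 6 of 7 genes. Depth limits genes of low RPKM most, and TP73 rests on 14 to 209 scaled reads per library and TGFB2 on 10 to 55.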

Other observations

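Of the tests in this part, those of clustering along chromosome 4 and of the loss of a copy were chosen only after the result was seen, as were the genes of the first 2 paragraphs.

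Single genes beyond those above were also lower in p53 KO, and they stand for no tested group. GRHL3, an epidermal transcription factor gene, went from 3.99 ± 0.427 RPKM in WT (n = 4) to 0.354 ± 0.169 in p53 KO (n = 8), KRT15, a basal keratin gene, from 7.05 ± 0.632 to 0.743 ± 0.253, CLDN1, a tight junction gene, from 9.49 ± 0.360 to 2.52 ± 1.009, ABCA12, an epidermal lipid transporter gene, from 3.70 ± 0.183 to 1.08 ± 0.210, and PPL, the envelope protein periplakin, from 2.83 ± 0.122 to 0.773 ± 0.207. AREG, a ligand of the EGF receptor, fell from 246 ± 9.68 to 108.5 ± 18.2 RPKM, and GLS2, a mitochondrial glutaminase gene and known p53 target, from 9.88 ± 0.745 to 2.35 ± 0.341. VEGFC, a lymphangiogenic growth factor gene, rose from 3.36 ± 0.184 to 7.95 ± 0.596 RPKM, SPHK1, sphingosine kinase, from 7.77 ± 0.484 to 16.7 ± 2.88, and PSMB9, an immunoproteasome subunit gene, from 0.709 ± 0.211 to 2.11 ± 0.437. Each passed limma at a fold of 2 with all 8 p53 KO libraries on one side of WT.

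At least 2 genes were present in WT and KO313 and nearly absent from KO414. GUCY1A3, the partner of GUCY1B3 in soluble guanylate cyclase, was 0.804 ± 0.0506 RPKM in WT, 0.753 ± 0.0559 in KO313 and 0.00110 ± 0.001275 in KO414 (n = 4 each). ZNF711, a zinc finger gene, was 0.729 ± 0.102, 0.557 ± 0.0508 and 0.00437 ± 0.005245 RPKM.

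The end of the short arm of chromosome 4 was lower in KO414. The lowest median over 31 neighbouring genes was -0.93, against -0.13 in the lowest of 1000 shuffled gene orders, which argues against chance clustering. Single libraries and gene properties are argued against too, since leaving out each clone library in turn left the median at -0.86 or lower (-0.90 with all), and genes elsewhere matched on length, GC content and expression had a median of -0.013. RPKM in KO414 had a median over the genes of 51.7% of that in KO313 (97.9% for the next 38 genes), so a loss of 1 of 2 copies in KO414 may explain it, although the ratio of the median RPKM values, another reading of the bound of 40 to 60% set for this test, was 62.0% and lies outside it. The explanation stays open, and DNA would have to test it.

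Ribosomal protein genes were lower in p53 KO by camera, a call lost with an estimated correlation (adjusted p = 0.621). Of 1000 lists of other genes matched on gene length, GC content and expression, 0.2% had as low a median (-0.12, against -0.027 for matched genes). The match was incomplete, with a median log2 level of 8.86 against 8.45 and a median length of 1531.5 against 1791 bases. Ribosomal protein genes also vary together (estimated correlation 0.733), which the matched genes need not, so these properties stay open as a cause. Variation of the whole group between libraries of one genotype could account for it. The mean log2 level was 8.91 ± 0.129 in WT (SD, n = 4) and 8.78 ± 0.134 in p53 KO (n = 8), an exact permutation p of 0.162. A lower level in p53 KO stays open and is not shown by these libraries.

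Other splits of the libraries were tested as well. For the number of genes changed in p53 KO, 1 of 100 splits, the real one, called 180 and the highest other 8. The real split also called the most genes for KO313 (1 of 35 splits, 175 genes against 1), KO414 (1 of 35 splits, 234 against 0) and both clones (1 of 100 splits, 146 against 1). These results argue against a random division of the libraries. The other splits mix the groups, which widens their spread, so few calls were likely in them. Nor can splits of these libraries tell p53 loss from other differences between WT cells and the clones. For the number of lists in p53 KO 1 of 100 splits called as many, the real one with 10, although the highest other called 9.

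At an FDR of 0.05 and a fold change of 2, genes were also counted for the comparison that the study made. The fold change here was taken after the pseudocount was added to RPKM. The count was 180. That is lower than the value quoted from the study above. The test differs from the authors' DESeq2. Without its filter the main test called 179 genes. With the pseudocount, genes below the filter can seldom reach a fold of 2, so this count could hardly rise. It therefore does not show what the filter adds to the gap. The main test called 273 genes with a pseudocount of 0.1 and 120 with a pseudocount of 1. Limma-voom, which uses another scale, called 625 with a filter and 934 without. Among these counts only the 934 lies above the study's value. The shares of test, filter and pseudocount in the gap were not separated.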
